A study of Mus musculus with 41 samples.

How the data were processed

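The samples were 29 mouse brainstem tumors and 12 neurosphere libraries, 41 RNA-seq libraries in 6 groups. In the knock-in allele a stop cassette flanked by loxP sites (LSL) lies ahead of a tagged H3f3a sequence, so that Cre recombinase switches on either tagged histone H3.3 with lysine 27 changed to methionine (K27M) or tagged wild-type H3.3 (WT-Tag). Per the labels, the tumors carried Nestin-creERT2, a Cre-dependent PDGFRαV544ins receptor and floxed Trp53 alleles, and the neurospheres, which are floating cultures of neural stem and progenitor cells, came from the forebrain or hindbrain of embryonic day 15.5 embryos with Nestin-cre. There were 20 K27M tumors (11 female, 9 male) and 9 WT-Tag tumors (6 female, 3 male), and 3 K27M and 3 WT-Tag cultures of each region. The neurosphere labels give an experiment id from 1 to 3, which also served as the replicate number, and a culture letter shared by the forebrain and hindbrain culture of a pair. In experiment 3 the WT-Tag cultures were male and the K27M cultures female, whereas all cultures of experiments 1 and 2 were female.

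RNA was extracted with Trizol, from cells to which ERCC spike-in RNA had been added in the case of the neurospheres, and libraries were prepared with the TruSeq Stranded Total RNA kit, per the labels' protocols. CASAVA, TopHat2, STAR and the mouse build mm9 are named per the submitters' processing notes, with no versions and no roles. The tool that counted reads and the gene annotation are not given in the sources used here. The authors deposited 1 table of FPKM values (fragments per kilobase of transcript, scaled to the number of mapped fragments) with 34591 entries, 1 column per library and values rounded to 3 decimals. Of the entries, 974 were at 0 in every library. Ensembl gene identifiers were given for 99.3% of entries, and 87.2% were found in GENCODE release M21. Gene symbols are those of the deposited table, and no coordinates are printed because the annotation used here is of a later build than mm9. The table holds no ERCC spike-ins, and these and the ChIP-seq part of the study were not analysed here. Kits of this type keep ribosomal-depleted total RNA, so unspliced transcripts and RNA without poly(A) tails can contribute to a gene's value. Whether counting used strand is not given in the sources used here, so overlapping and antisense genes and near-identical copies are uncertain.

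FPKM values are not counts, so no count model was used. Tests were run with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a mean-variance trend, 2-sided, and Benjamini-Hochberg adjustment over the genes tested, with a threshold of 0.05. Adjusted p-values in the text are from this limma test unless another test is named. Log2 changes on this scale understate the change of genes with low FPKM. Tumors were fitted alone, with genes at an FPKM of at least 1 in at least 9 libraries (15360 genes). The 12 neurosphere libraries were fitted together as 4 groups with 1 shared estimate of the spread, with genes at an FPKM of at least 1 in at least 3 libraries (13190 genes). The contrasts were K27M against WT-Tag in tumors, in forebrain and in hindbrain neurospheres, the difference between the forebrain and hindbrain effects, and hindbrain against forebrain within each genotype. Log2 changes are given ± SE and FPKM values as mean ± SD. With 3 libraries against 3, a permutation test of a single value cannot give a p below 0.1.

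The 29 gene lists held 554 members, of which 550 were found in the table. They covered PRC2 subunits and partners, CDK inhibitors, p53 target genes, the fetal growth and Lin28 axis, HOX genes, forebrain identity, hindbrain and midbrain identity, other developmental transcription factors, neural stem and progenitor cells, proliferation, oligodendrocyte precursors, mature oligodendrocytes, astrocytes, neurons, cerebellar neurons, microglia and macrophages, lymphocytes, endothelium, pericytes and fibroblasts, ependyma and choroid plexus, red blood cells, interferon response, antigen presentation, hypoxia, immediate early genes, the hedgehog pathway, the Wnt pathway, growth factor receptor signaling and imprinted genes. Lists with at least 5 tested members were compared with the other genes by camera (limma), with a preset correlation between genes of 0.01 and again with a correlation estimated from the data, adjusted over the lists of a comparison. Where a list is said to have passed, this refers to the preset correlation. A count over all genes uses the adjustment over every gene tested, and a count "adjusted over the list alone" uses only that list's p-values. The fetal growth and Lin28 list was chosen in part with knowledge of this study.

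The groups, tests, gene lists, alternative settings and the rule for named genes were fixed before the data were examined. The rule named, per K27M comparison, the 10 genes with the largest log2 change in each direction among those past the threshold (5 per direction between regions), with group values that did not overlap in comparisons of 3 libraries against 3. Gene models without a name, sex-linked label genes and small RNAs were passed over. H3f3a, H3f3b, Trp53, Pdgfra, Nes, Cdkn2a, Cdkn2b, Cdkn1a, Ezh2 and Olig2 were always given, and for each list described up to 4 members with the smallest p. Some genes that the rule named are not described here.

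Labels marked the experiment id as a shared experiment, so the numbers paired the cultures. In a check of this pairing, the deviations from the group means of 18 pairs of libraries with the same id from different groups had a median correlation across genes of 0.256 (range −0.451 to 0.712), against −0.111 for 36 pairs with different ids. The analysis without the block was the primary one, and a blocked value stands beside a result where it changed the call. In comparisons of libraries within a group, Pearson's r of log2 values across genes was 0.912 to 0.997, and 0 pairs held identical values. The labels do not say whether forebrain and hindbrain cultures with 1 letter came from the same embryo, and p-values measure only the spread between the libraries as labelled.

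Sequencing depth is not stated, but low values fall on steps that 1 read is worth. Over 709 genes with few reads, 88.5% of 4172 values lay within 0.05 of a whole number of such steps, which gave each library's relative depth. It ranged from 0.43 to 1.80 in tumors and from 0.267 to 1.17 in neurospheres, a 6.72-fold range over all libraries. The test was run on simulated data with 200 changed genes in the tumor, forebrain and hindbrain designs. At a log2 change of 1 it recovered 96%, 92% and 91% of 100 genes, and at 2 it recovered 100% in each. There were 8, 8 and 4 false calls. Other splits of the real samples gave up to 366, 0 and 1255 calls, so these rates hold for the simulation only.

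The alternative settings fixed at that stage were a pseudocount of 0.1, no expression filter, quantile normalization, median-of-ratios scaling, array quality weights, a log2 change of at least 1, sex as a covariate or females only in tumors (both by the labels as given), the experiment id as a block, the culture letter as a random block, a fit on the compared groups alone, omission of experiment 3, omission of each neurosphere replicate in turn and an estimated correlation in list tests. Chosen after seeing the data were the neuron marker mean as a covariate, omission of tumors 8 and 9, a term for tumor numbers up to 11, omission of each tumor in turn, an FPKM minimum of 5 and a background covariate. The last is the percentage of 1574 olfactory and vomeronasal receptor genes, expected to be silent in brain, with an FPKM above 0. Their summed level was taken over all 1574 and over 1416 without the tenth with the highest mean. The satellite repeat unit used in the closing section was entered from general knowledge, not from the sources used here, and matched to GENCODE transcript sequences. Relative depth was computed with numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15, permutation tests and Fisher's exact tests were run in R, and figures were drawn with matplotlib 3.10.9.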

Results

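Gene expression was measured by RNA-seq in 29 mouse brainstem tumors and 12 neurosphere cultures that expressed either tagged H3.3 K27M, the histone mutation found in diffuse midline gliomas of children, or tagged wild-type H3.3. The tumors comprised 20 K27M and 9 WT-Tag tumors, named here by tumor number. The cultures comprised 3 K27M and 3 WT-Tag libraries each from forebrain and hindbrain, named by experiment id. Relative depth had a median of 0.92 in K27M tumors, 1.27 in WT-Tag tumors, 0.796 and 1.08 in K27M and WT-Tag forebrain cultures, and 0.806 and 1.03 in K27M and WT-Tag hindbrain cultures, so the median depth was higher for WT-Tag in each setting, although single libraries overlapped.

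H3f3a, the gene that carries the knock-in allele, was measured at 60.0 ± 18.6 FPKM in K27M tumors (SD, n = 20) and 64.1 ± 22.7 in WT-Tag tumors (n = 9), at 103 ± 12.9 and 97.7 ± 7.02 in forebrain cultures (n = 3 each) and at 114 ± 1.62 and 106 ± 6.49 in hindbrain cultures. Its log2 changes of −0.09, 0.07 and 0.11 did not pass the test (limma adjusted p of 0.923, 0.831 and 0.527). A summed gene value cannot tell the mutant from the wild-type transcript, so it does not check the genotype labels. H3f3b, which encodes the same protein from another locus, did not pass in any of these 3 comparisons, with log2 changes of −0.12, 0.29 and 0.47.

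The first comparison asked how gene expression differed between brainstem tumors with mutant and with wild-type tagged H3.3 on the same PDGFRα and Trp53 background. Asb4, which encodes a substrate adaptor of a ubiquitin ligase, stood at 9.57 ± 7.93 FPKM in K27M tumors and 0.978 ± 0.878 in WT-Tag tumors, a log2 change of 2.25 ± 0.31 (SE). Dct, an enzyme of melanin synthesis, rose from 0.637 ± 0.642 to 4.28 ± 2.95 FPKM, and Ndn, a paternally expressed imprinted gene that restrains growth, from 42.6 ± 25.1 to 85.6 ± 24.1. The homeobox genes En2 and Pbx3 changed in opposite directions. En2, a marker of the midbrain-hindbrain boundary, fell by 1.35 ± 0.23 on the log2 scale (1.09 ± 1.06 against 4.10 ± 1.49 FPKM), whereas Pbx3, a cofactor of HOX proteins, rose by 0.78 ± 0.13. Foxf1a, a forkhead factor of mesoderm, fell by 1.66 ± 0.28 (1.55 ± 1.19 against 7.47 ± 4.88 FPKM).

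**Figure D1:**
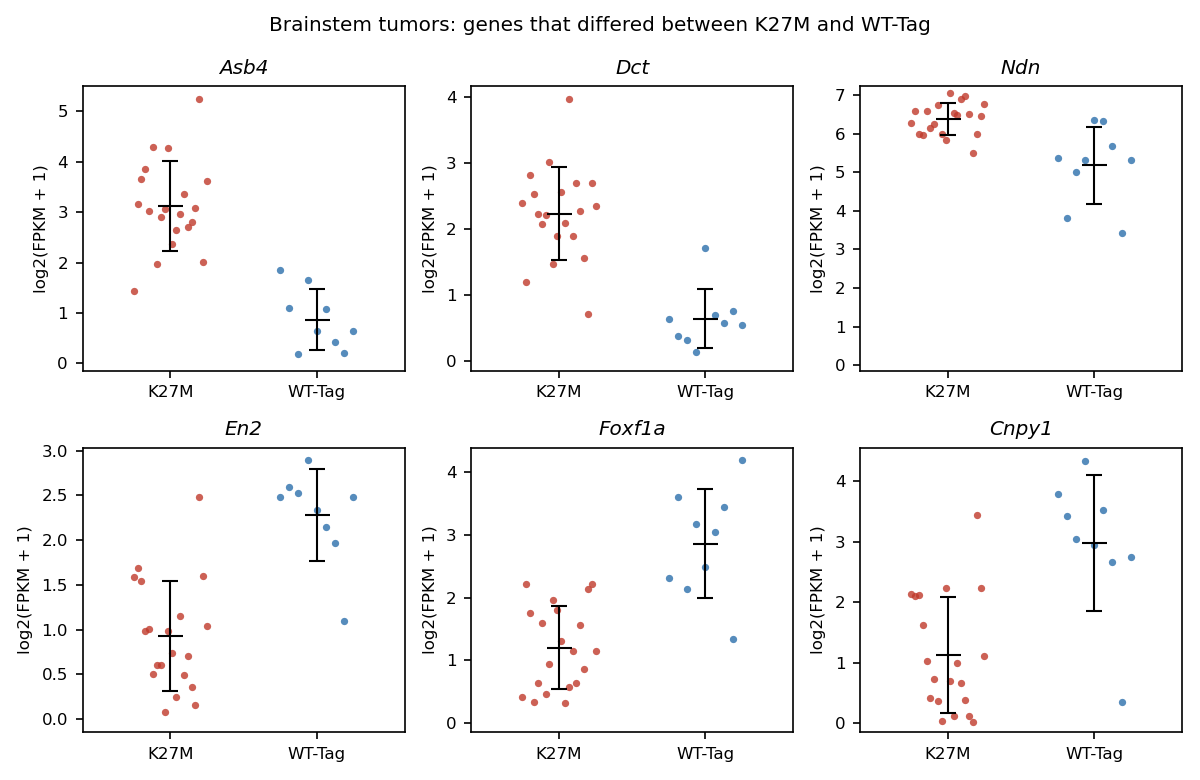
Expression of 6 genes in brainstem tumors as log2(FPKM + 1) on the vertical axis, with 1 dot per tumor (20 K27M, 9 WT-Tag) and the group mean ± SD as bars. Asb4 ran from 1.713 to 37.07 FPKM in K27M tumors and from 0.145 to 2.615 in WT-Tag tumors, and Foxf1a from 0.249 to 3.672 and from 1.537 to 17.374.

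In all, 13 of 15360 genes differed between the tumor genotypes, 7 higher and 6 lower in K27M tumors, and 1104 genes had an unadjusted p below 0.05 against 768 by chance. With no filter 26 passed, 7 higher and 19 lower. The limma adjusted p was 0.000601 for Asb4, 0.00254 for Dct, 0.00416 for Pbx3 and 0.00456 for En2, Foxf1a and Glycam1, a mucin-like ligand of L-selectin (log2 change 1.47 ± 0.25). It was 0.013 for the phosphatase inhibitor gene Ppp1r1a (0.82 ± 0.15) and 0.0466 for Ndn (1.20 ± 0.25) and Cnpy1 (−1.85 ± 0.39), a relative of a zebrafish FGF signaling gene. All 20 K27M tumors lay above the WT-Tag median for Asb4, Dct, Ndn, Ppp1r1a and Pbx3 and 19 for Glycam1, and 0 lay above it for Foxf1a and 1 for En2 and Cnpy1. The other 4 genes were unnamed models, chosen for mention after their values were seen. They were 2810030E01Rik (0.52, 0.00725), G530011O06Rik (−1.03, 0.0155), C230035I16Rik (−0.88, 0.0438) and Gm15726 (−0.79, 0.0319). In tumors labelled female (11 against 6), 0 genes passed the limma test, with 1712 at an unadjusted p below 0.05. This fit and the sex covariate used the labels as given, with WT-Tag tumor 8 counted as female and 9 as male against their sex-linked transcripts. With that covariate Ndn, Cnpy1 and C230035I16Rik lost their calls. Without tumors 8 and 9 these 3 genes lost them as well (0.360, 0.259 and 0.0528), as did Ppp1r1a (0.0999) and 2810030E01Rik (0.0528). Ndn and Cnpy1 lost their calls when any of 21 of the 29 tumors was left out, with adjusted p up to 0.163 and 0.176. The same held for C230035I16Rik with 16 tumors (up to 0.132), for Gm15726 with WT-Tag tumors 7, 11, 27 and 29 and K27M tumors 13, 16, 20 and 25 (0.0978) and for G530011O06Rik with WT-Tag tumors 7, 10, 27 and 29 (0.0637). Without WT-Tag tumor 27 the count was 8.

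Genes of the tumor model itself did not pass the test. Pdgfra was at 146 ± 97.0 FPKM in K27M and 162 ± 99.4 in WT-Tag tumors (log2 change −0.24, adjusted p = 0.908), and Trp53 at 2.71 ± 0.849 and 2.85 ± 0.994 (−0.04, adjusted p = 0.953). Cdkn2a, which encodes the inhibitors p16 and p19, was at 25.7 ± 18.5 and 48.3 ± 34.4 FPKM, and its log2 change of −0.91 ± 0.39 had an adjusted p of 0.637. The log2 changes of Nes (−0.51), Cdkn2b (−0.39), Ezh2 (−0.19), Cdkn1a (−0.09) and Olig2 (−0.05) had adjusted p of 0.776, 0.828, 0.869, 0.970 and 0.981.

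Genes of myelinating cells were higher as a group in K27M tumors. All 14 mature oligodendrocyte genes had positive log2 changes, with a median of 0.55, 0 passed over all genes and 3 when adjusted over the list alone. Mag, a myelin glycoprotein, was at 130 ± 49.1 against 71.7 ± 64.1 FPKM (log2 change 1.17 ± 0.30, adjusted p = 0.209), and the change of Mog was 1.20 (adjusted p = 0.490). Neuron markers went the same way, with 19 of 19 positive and a median of 0.47 (Stmn2 0.70, adjusted p = 0.789), as did 13 of 14 astrocyte genes (median 0.39, S100b 0.61, adjusted p = 0.460) and 11 of 13 endothelial genes, with a smaller median of 0.09. No neuron, astrocyte or endothelial gene passed over all genes or adjusted over the list alone. The 4 lists passed the list test with the preset correlation (camera adjusted p of 1.99e-07, 0.00075, 0.0154 and 0.0381). None did with an estimated correlation (adjusted p = 0.301 for mature oligodendrocytes and 0.602 for the other 3). WT-Tag tumors 8 and 9 carried sex-linked transcripts that went against their labels, with Xist at 0.031 FPKM in the tumor labelled female and 54.5 in the one labelled male. Without both, the list values were 0.825 for neurons, 0.745 for astrocytes, with the direction turned, and 0.0685 for endothelium. Leaving out tumor 8 alone gave 0.0552, 0.137 and 0.0552, and tumor 9 alone 0.0503, 0.452 and 0.0503. Without WT-Tag tumor 28 the astrocyte value was 0.0537, and the endothelial call was also lost without any of 12 further single tumors, with values up to 0.0926.

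The fetal growth and Lin28 axis list, which was chosen in part with knowledge of this study and is not independent evidence of direction, had 7 of 8 members positive with a median of 0.36. Igf2bp2, an RNA-binding protein gene of fetal tissues, was at 0.95 ± 0.32 (adjusted p = 0.460) and Lin28b at 0.56 (0.570). None passed over all genes and 1 was higher adjusted over the list alone. Its camera adjusted p was 0.0381, lost with adjusted p = 0.301 with an estimated correlation, and 9 of the 29 omissions of 1 tumor ended the call, with values up to 0.0951. Of 15 tested HOX genes 12 had negative changes, among them Hoxd8 (0.945 ± 2.51 against 5.0 ± 2.98 FPKM, log2 change −1.77 ± 0.41, adjusted p = 0.103) and Hoxa7 (−1.21, adjusted p = 0.487). The list missed the threshold (0.104, and adjusted p = 0.722 with an estimated correlation). It passed without WT-Tag tumor 8 (0.00368), 9 (0.0428) or 28 (0.0181) or K27M tumor 5 (0.0393) or 22 (0.0377). It also passed with no filter (4.07e-09), without both tumors 8 and 9 (4.65e-05), with the neuron marker covariate (0.00145) and with the tumor number term (0.0165). Adjusted over the list alone, 1 HOX gene was lower.

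In the hindbrain and midbrain list En2 was the 1 of 8 genes that passed over all genes, with 1 higher and 2 lower adjusted over the list alone; Irx2 (0.67, adjusted p = 0.191) and En1 (−0.72, 0.214) went opposite ways. Other developmental transcription factors had 1 lower call in 14, Foxf1a, and 2 in each direction adjusted over the list alone, with Eya1 at 0.88 (0.214) and Msx1 at −0.82 (0.242). Imprinted genes had 1 higher call in 19 by either adjustment, Ndn, with Cdkn1c at 1.01 (0.490). In the hedgehog list of 8, 2 were higher adjusted over the list alone, and Hhip and Cdon had changes of 0.63 and 0.51 (both 0.214). In the PRC2 list of 11, 1 was lower adjusted over the list alone, where Mtf2 had a change of −0.34 (0.437). Camera adjusted p for these 5 lists was 0.436, 0.974, 0.0723, 0.157 and 0.271. No gene passed over all genes or adjusted over the list alone, and no list reached the threshold, among CDK inhibitors (7 tested, 0.758), p53 targets (20, 0.209), neural stem and progenitor cells (16, 0.846), proliferation (22, 0.664), oligodendrocyte precursors (15, 0.352), cerebellar neurons (9, 0.104), microglia and macrophages (16, 0.112), pericytes and fibroblasts (13, 0.900), interferon response (20, 0.209), antigen presentation (14, 0.900), hypoxia (13, 0.439), immediate early genes (13, 0.790), the Wnt pathway (14, 0.751) and growth factor receptor signaling (25, 0.0829). Too few members were tested for forebrain identity (1), ependyma and choroid plexus (3), red blood cells (4) and lymphocytes (0). Test and median differed in sign for hindbrain and midbrain identity (median 0.01, test lower), other transcription factors (0.12, lower), CDK inhibitors (−0.09, higher) and pericytes and fibroblasts (−0.05, higher).

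Some of these tumor lists passed when 1 tumor was left out. They were imprinted genes (WT-Tag tumor 11, 26 or 27 or K27M 15, 21 or 22, down to 0.0192), growth factor receptor signaling (WT-Tag 7, 11 or 26 or K27M 17 or 22, 0.0216), microglia (WT-Tag 11 or 28 or K27M 18, 0.00503), interferon response (WT-Tag 7 or 29 or K27M 17, 0.0164), cerebellar neurons (WT-Tag 26 or 28, 0.0348), proliferation (WT-Tag 26, 0.0169) and pericytes and fibroblasts (WT-Tag 28, 0.0348). In tumors labelled female, proliferation (0.00644, lower) and imprinted genes (0.000866, higher) passed. With no filter, other developmental transcription factors (1.24e-05), cerebellar neurons (0.0460) and imprinted genes (0.0456) passed, and oligodendrocyte precursors did with the neuron marker covariate (0.0372).

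The second comparison asked what K27M changed in neural progenitor cultures that carried neither the receptor nor the Trp53 alleles of the tumor model. In forebrain neurospheres Cdon, a cell surface co-receptor for hedgehog ligands, rose from 2.06 ± 0.392 to 11.3 ± 0.966 FPKM (n = 3 each). Grb10, an imprinted adaptor that restrains insulin and IGF receptor signaling, rose from 1.56 ± 0.351 to 8.20 ± 0.424, the glutamate receptor subunit gene Grin2c from 3.07 ± 1.12 to 13.8 ± 2.68, and Asb4 from 0.287 ± 0.0926 to 2.16 ± 0.112. The RNA-binding protein genes Igf2bp2 (0.575 ± 0.0148 to 3.47 ± 0.397) and Igf2bp1 (0.015 ± 0.002 to 0.879 ± 0.0333) rose as well. Other genes were lower in K27M cultures. Agt, which encodes angiotensinogen, was at 2.75 ± 1.13 FPKM in K27M and 12.9 ± 3.45 in WT-Tag cultures, and Clu (6.13 ± 0.220 against 13.1 ± 1.47) and the metallothionein gene Mt3 (101 ± 7.61 against 189 ± 11.3) followed.

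In limma, 47 of 13190 genes passed in the forebrain, 24 higher and 23 lower, 17 of them by at least 2-fold, and in all 47 the 3 K27M values lay apart from the 3 WT-Tag values. Such separation held for 24.9% of all genes tested, where chance gives 10%, and 1726 genes had an unadjusted p below 0.05 against 659.5 by chance. The log2 changes and adjusted p were 2.01 ± 0.15 (0.000306) for Cdon, 1.88 ± 0.21 (0.00339) for Grin2c, 1.86 ± 0.26 (0.0081) for Grb10, 1.50 ± 0.25 (0.0332) for Igf2bp2, 1.30 ± 0.15 (0.00339) for Asb4, 0.89 ± 0.11 (0.00539) for Igf2bp1 and 1.09 ± 0.13 (0.00388) for Basp1, a protein of growth cones. Also higher were Moxd1 (0.00474), Zdbf2, an imprinted gene (1.24, 0.0067), the connexin gene Gjc1 (1.17, 0.00166) and the amino acid transporter gene Slc7a3 (1.1, 0.048). Lower were Agt (−1.91 ± 0.25, 0.00589), the selenoprotein gene Sepp1 (−1.42 ± 0.22, 0.0175), Paqr7 (−1.21 ± 0.11, 0.00135), Wdfy1 (−1.17 ± 0.10, 0.000586), the zinc transporter gene Slc39a12 (−1.14, 0.0067), Clu (−0.98 ± 0.11, 0.00339), Plcd4 (−0.94, 0.0187), the cathepsin gene Ctso (−0.93, 0.00339), Mt3 (−0.91 ± 0.11, 0.00388) and the bicarbonate transporter gene Slc4a4 (−0.81, 0.0475). Without experiment 3, which left 2 libraries per group, all female, 0 genes passed the limma test and 1161 had an unadjusted p below 0.05, with adjusted p of 0.0701 for Cdon and 0.085 for Asb4. All 47 genes kept their sign there. In a fit on the forebrain libraries alone, 79 genes passed, but only 34 of them were among the 47. Of the named genes, Plcd4 and Slc4a4 lost their calls there. The count was 20 without WT-Tag library 3, 25 without WT-Tag 2 or K27M 2, 26 without K27M 1 and 29 without K27M 3. Igf2bp2 and Slc7a3 lost their calls without any 1 of the 6 libraries (up to 0.138 and 0.213), Sepp1 and Slc4a4 without any but WT-Tag 1 (0.107 and 0.213), Plcd4 without WT-Tag 1 or 3 or K27M 1 or 2 (0.109), Grb10 without K27M 1 or WT-Tag 3 (0.0621) and Zdbf2 without WT-Tag 3 (0.0533).

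Astrocyte genes were lower as a list in the K27M forebrain cultures. Of 13 tested, 12 had negative changes (median −0.81), and Agt, Slc4a4 and Mlc1, a membrane protein of astrocyte end-feet (98.6 ± 7.32 against 156 ± 2.57 FPKM, −0.66 ± 0.11, adjusted p = 0.0364), passed over all genes and 7 adjusted over the list alone. The Mlc1 call was lost with the experiment block (0.0560) and without any 1 of the 6 libraries (up to 0.186). S100b had a change of −1.25 (0.0968). All 8 mature oligodendrocyte genes were negative (median −0.68), with 0 past the threshold over all genes or adjusted over the list alone. The camera adjusted p was 3.01e-11 and 0.000562, lost with adjusted p = 0.115 and 0.312 with an estimated correlation, and without experiment 3 the oligodendrocyte value was 0.105. Oligodendrocyte precursor genes did not pass as a list (13 tested, 0.205), except without K27M library 1 (0.0333).

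Fetal growth and Lin28 axis genes were higher as a list in the K27M forebrain cultures. The reserve on this list's choice is that given for the tumors. All 8 tested members had positive changes (median 0.71), 2 passed over all genes and 7 adjusted over the list alone. The list passed with the preset correlation (camera adjusted p = 1.56e-07) and kept its call (adjusted p = 0.0425 with an estimated correlation). Igf2bp3 and H19 had changes of 0.75 (0.0823) and 0.88 (0.238). Hypoxia genes (14 of 14 positive, median 0.57) and proliferation genes (22 of 22, median 0.39) had 0 calls over all genes, and 3 and 0 adjusted over the list alone. Examples were Ndrg1 (0.97, adjusted p = 0.144), Ldha (0.53, 0.205) and the mitotic kinesin gene Kif11 (0.48, 0.332). Camera gave 4.13e-05 and 0.000326 (adjusted p = 0.499 and 0.633 with an estimated correlation), and 0.182 for proliferation without experiment 3. The hedgehog list (Cdon the 1 call of 7, 2 adjusted over the list alone), the imprinted list (Grb10 the 1 call of 14 by either adjustment) and forebrain identity (0 of 7, 2 adjusted over the list alone) passed at 0.00621, 0.0345 and 0.0163. Each was lost with an estimated correlation (adjusted p = 0.312, 0.499 and 0.312). The imprinted list was also lost with the experiment block (0.0660) and without WT-Tag 1 (0.0912), K27M 2 (0.0645), K27M 3 (0.0644) or experiment 3 (0.0602) and with quantile normalization (0.0618). Forebrain identity was lost with a pseudocount of 0.1 (0.186), in a fit on the forebrain libraries alone (0.0537) and without WT-Tag 1 (0.108) or K27M 2 (0.0522).

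The remaining lists did not pass in the forebrain, with 0 genes called over all genes, for PRC2 (11 tested, 0.108, and 0.0388 with no filter), CDK inhibitors (7, 0.741), p53 targets (22, 0.274), interferon response (9, 0.0584, and 0.0350 without K27M library 1), immediate early genes (14, 0.477), neural stem and progenitor cells (17, 0.339), neurons (6, 0.513), hindbrain and midbrain identity (6, 0.435), antigen presentation (8, 0.445), other developmental transcription factors (10, 0.438), the Wnt pathway (12, 0.228) and growth factor receptor signaling (19, 0.391). Adjusted over the list alone, 2 interferon genes were lower and 1 gene each was higher among the other transcription factors and the Wnt pathway, with 0 in the rest. Interferon and immediate early genes both had a median of 0.01 although their tests pointed to lower values, and antigen presentation had a median of −0.14 but a mean of 0.01. None of the always-named genes passed, as for Cdkn2a (−0.57, adjusted p = 0.242), Nes (0.54, 0.422), Ezh2 (0.22, 0.53), Trp53 (0.27, 0.620), Olig2 (0.22, 0.677), Pdgfra (0.33, 0.749), Cdkn1a (0.05, 0.902) and Cdkn2b (0.03, 0.962). Of HOX, lymphocyte, endothelial and red blood cell genes 0 were tested in the neurospheres, and too few of cerebellar neurons (4), microglia (2), pericytes and fibroblasts (4) and ependyma (4, with 1 lower in the forebrain adjusted over the list alone).

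In hindbrain neurospheres the genes of largest rise in K27M cultures included Dkk3, a secreted protein of the Dickkopf family (1.70 ± 0.779 to 13.7 ± 3.02 FPKM, n = 3 each), the ephrin receptor gene Epha3 (2.16 ± 1.19 to 15.8 ± 2.35), Grb10 (3.87 ± 1.92 to 24.5 ± 6.67), the amino acid transporter gene Slc38a4 (0.315 ± 0.219 to 5.48 ± 1.52) and Asb4 (0.226 ± 0.150 to 4.17 ± 0.911). Lin28b, which blocks maturation of let-7 microRNAs, rose from 0.0363 ± 0.016 to 2.25 ± 0.161, and Igf2bp1 from 0.020 ± 0.0106 to 2.70 ± 0.344. Among genes that fell, the water channel gene Aqp4 was at 7.87 ± 2.33 against 80.1 ± 52.3 FPKM, the glycolytic gene Aldoc at 15.8 ± 4.68 against 78.9 ± 36.3 and the alarmin Il33 at 5.03 ± 0.966 against 28.5 ± 9.26.

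In limma, 1787 of 13190 genes passed in the hindbrain, 1111 higher and 676 lower (62.2% higher). Of these, 302 had a log2 change of at least 1 in either direction on the log2(FPKM + 1) scale. With quantile normalization the split was 953 higher and 1089 lower (46.7% higher). Group values did not overlap for 1740 of the 1787 and for 28% of all genes tested, where chance gives 10%. The count depended on single libraries, with 4220 genes without WT-Tag library 1, 569 without K27M 1, 571 without WT-Tag 2, 703 without WT-Tag 3, 1032 without K27M 2 and 1105 without K27M 3, and with 100 genes without experiment 3. In a fit on the hindbrain libraries alone, 212 genes passed, 86 higher and 126 lower. Of the hindbrain calls named here 45 of 70 were lost in that fit, among them Cdkn1a, H19, Vim, Fabp7, Aspa and Aqp4. The 25 kept were Fndc3c1, Epha3, Dkk3, Grb10, Slc38a4, Asb4, Rcn3, Gria4, Gpr17, Il33, Aldh1a1, Aldoc, Igf2bp1, Igf2bp3, Lin28b, Plk2, Pmaip1, Slc4a4, S100b, Slc1a3, Ndrg1, Egln3, Cdon, Ebf3 and Atf3. Silent olfactory and vomeronasal receptor genes, a measure of background reads, were above 0 in 10.3 ± 3.21% of cases in the K27M and 33.2 ± 14.1% in the WT-Tag hindbrain libraries, against 25.9 ± 15.1% and 27.6 ± 17.5% in the forebrain. The percentage also follows depth. Forebrain K27M library 1 (relative depth 0.267) had 9.09% above 0 at a mean of 0.0112 FPKM. Hindbrain K27M 1 (0.761) had 8.58% at 0.00752. With that percentage as a covariate, 422 genes passed, 175 higher and 247 lower.

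Log2 changes and adjusted p in the hindbrain were 2.56 ± 0.34 (0.00175) for Fndc3c1, 2.47 ± 0.22 (0.000254) for Epha3, 2.47 ± 0.21 (0.000124) for Dkk3, 2.43 ± 0.26 (0.000585) for Grb10, 2.29 ± 0.17 (7.11e-05) for Slc38a4, 2.07 ± 0.15 (6.17e-05) for Asb4 and 2.04 ± 0.22 (0.000728) for Rcn3. Fbln2, an extracellular matrix gene, Mab21l2 and the transcription factor gene Ebf1 rose by 2.12 ± 0.48 (0.0168), 2.03 ± 0.46 (0.0179) and 1.99 ± 0.39 (0.0101). Aqp4 fell by 2.90 ± 0.57 (0.00991), the glutamate receptor gene Gria4 by 2.60 ± 0.36 (0.00227), the lipoprotein gene Apoe by 2.59 ± 0.57 (0.0149), St6gal2 by 2.54 ± 0.41 (0.00471), the precursor receptor gene Gpr17 by 2.33 ± 0.58 (0.0245), Il33 by 2.25 ± 0.20 (0.000254), Aldh1a1 by 2.22 ± 0.24 (0.000728) and Aldoc by 2.18 ± 0.30 (0.00231). All 3 K27M libraries lay on the stated side of all 3 WT-Tag libraries for each. Calls were lost without hindbrain K27M 1 or WT-Tag 2, or 1 or more of the other libraries except WT-Tag 1, for Fbln2 (up to 0.0743), Mab21l2 (0.0752), Apoe (0.0665) and Gpr17 (0.0953). With the background covariate these 4 stood at 0.147, 0.146, 0.13 and 0.132, and Ebf1 and Aqp4 at 0.0537 and 0.0793. Without experiment 3, Fndc3c1, Epha3, Dkk3, Grb10, Slc38a4, Asb4, Rcn3, Gria4 and Il33 kept their calls, and the other 9 of these 18 genes had adjusted p of 0.0526 or more.

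**Figure D2:**
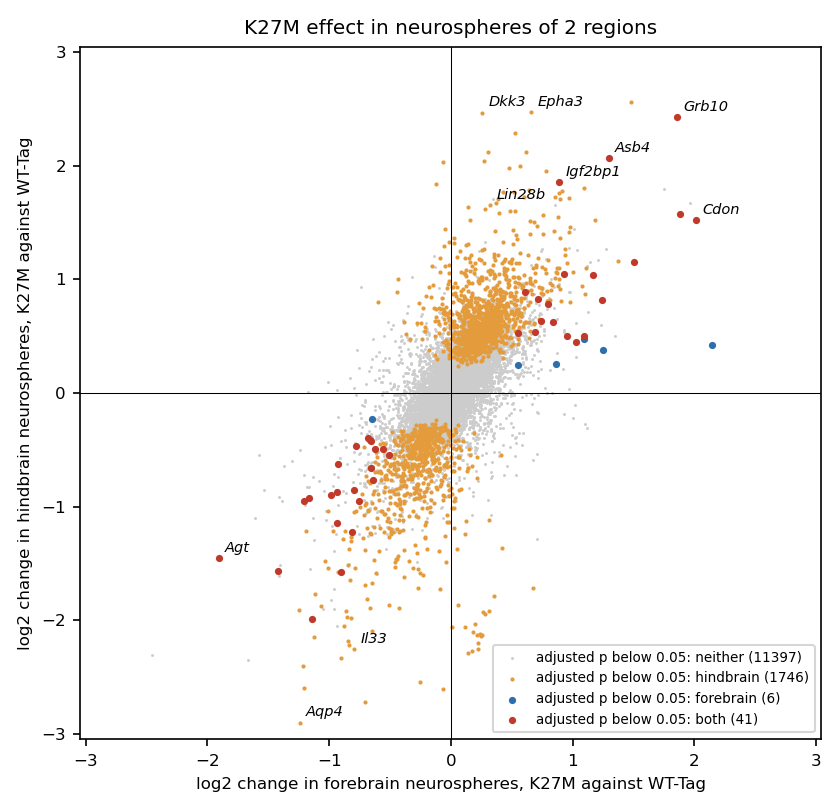
Each dot is 1 of 13190 genes, with its log2 change (K27M against WT-Tag, log2(FPKM + 1) scale) in forebrain neurospheres on the horizontal and in hindbrain neurospheres on the vertical axis. Adjusted p was below 0.05 in both regions for 41 genes, in the hindbrain alone for 1746, in the forebrain alone for 6 and in neither for 11397.

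Astrocyte genes fell in K27M hindbrain cultures, 10 of 13 over all genes and 11 adjusted over the list alone, with a median of −1.45. Besides Aqp4 these included S100b (2.68 ± 0.0739 against 13.5 ± 4.80 FPKM, −1.91 ± 0.27, adjusted p = 0.00268), the glutamate transporter gene Slc1a3 (110 ± 8.19 against 225 ± 19.8, −1.02 ± 0.16, 0.00419) and Slc4a4 (18.0 ± 0.632 against 43.6 ± 6.72, −1.22 ± 0.15, 0.00104). Of 8 mature oligodendrocyte genes 3 fell over all genes and 8 adjusted over the list alone, among them Aspa (2.55 ± 0.865 against 5.72 ± 0.484, −0.95 ± 0.17, 0.00703) and Cldn11 (−1.97, 0.0426). Of 13 oligodendrocyte precursor genes 6 fell, 7 adjusted over the list alone, including Lhfpl3 (7.07 ± 2.47 against 35.7 ± 19.9, −2.06 ± 0.43, 0.0125) and C1ql1 (−1.27, 0.0303). The camera adjusted p was 5.04e-11, 1.26e-05 and 0.000116. The calls were lost with adjusted p = 0.121, 0.265 and 0.300 with an estimated correlation. These genes moved with the background share of 10.3 ± 3.21% against 33.2 ± 14.1%. With it as a covariate S100b, Slc1a3 and Slc4a4 had adjusted p of 0.0267, 0.0329 and 0.00552, but Aspa 0.0626, Lhfpl3 0.0883, C1ql1 0.175 and Cldn11 0.303. Over all settings run, log2 changes lay within −1.21 to −0.81 for Aspa and −2.58 to −1.38 for Lhfpl3. They lay within −1.93 to −0.85 for C1ql1 and −2.93 to −1.33 for Cldn11. Cldn11 and C1ql1 were also lost without any 1 library but WT-Tag 1 (up to 0.153 and 0.0988) and Lhfpl3 without WT-Tag 2 (0.0563). Without experiment 3 only Aspa of these list members passed (0.0436).

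Fetal growth genes rose, with 6 of 8 members called both over all genes and adjusted over the list alone (median 1.04; the list is not independent evidence of direction). Igf2bp1 rose by 1.86 ± 0.11 (4.42e-05), Lin28b by 1.65 ± 0.11 (5.83e-05), H19, an imprinted noncoding RNA, by 1.55 ± 0.30 (0.0091) and Igf2bp3 by 0.92 ± 0.16 (0.00521). Imprinted genes had 7 of 14 members higher by either adjustment (median 0.48), among them Grb10, H19, the retrotransposon-derived gene Peg10 (42.4 ± 2.95 against 13.9 ± 10.3 FPKM, 1.76 ± 0.35, 0.0105) and Igf2r, a scavenger receptor for IGF2 (22.5 ± 3.14 against 11 ± 3.17, 1.00 ± 0.18, 0.00723). Camera gave 1.97e-05 and 0.00382 (adjusted p = 0.121 and 0.300 with an estimated correlation). With the background covariate Igf2bp1 and Lin28b had adjusted p of 0.000638 and 0.000987, H19 0.0461, Igf2bp3 0.0375, Igf2r 0.0571 and Peg10 0.0847. Without experiment 3 Igf2bp1 and Lin28b passed (0.0223 each), and H19, Igf2bp3, Igf2r and Peg10 did not (0.127 or more).

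Some cell cycle inhibitors and p53 targets were higher in K27M hindbrain cultures. Cdkn1a, which encodes p21, rose from 37.9 ± 5.03 to 62.0 ± 8.10 FPKM (0.70 ± 0.13, adjusted p = 0.00737), Cdkn1b by 0.78 ± 0.19 (0.0252) and Cdkn1c by 1.19 ± 0.31 (0.0322), which made 3 calls in 7 CDK inhibitors, 4 adjusted over the list alone. Of 22 p53 targets 7 rose, 11 adjusted over the list alone, such as Plk2 (59.0 ± 8.74 to 120 ± 23.6, 1.00 ± 0.17, 0.0058), the BH3-only gene Pmaip1 (3.36 ± 1.46 to 12.7 ± 1.20, 1.70 ± 0.24, 0.00247) and Mdm2 (13.1 ± 1.92 to 20.0 ± 1.94, 0.58 ± 0.11, 0.00736). The lists passed at 0.0184 and 7.16e-05 (adjusted p = 0.300 and 0.355 with an estimated correlation). Cdkn1b and Cdkn1c were lost without K27M 1 or 3 or WT-Tag 2, and Cdkn1b also without WT-Tag 3 (up to 0.0998 and 0.114). With the background covariate both were lost (0.204 and 0.122), as was Mdm2 (0.0609). Over all settings run, the log2 changes of Cdkn1b, Cdkn1c and Mdm2 were at least 0.54, 1.05 and 0.47. Without experiment 3 Plk2 passed (0.0436) and the other 5 genes did not (0.0937 or more). Trp53 itself was at 0.45 (0.175), or 0.0492 with the experiment block. Cdkn2a (0.09, 0.770), Cdkn2b (0.59, 0.0726), Ezh2 (0.37, 0.102), Pdgfra (−0.32, 0.597) and Olig2 (0.20, 0.531) did not pass.

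Hypoxia genes rose in 8 of 14 cases (12 higher and 1 lower adjusted over the list alone, median 0.82), among them Egln3 (6.33 ± 0.726 to 14.8 ± 4.46 FPKM, 1.08 ± 0.17, 0.00479), Ndrg1 (1.42 ± 0.26, 0.00703) and the hexokinase gene Hk2 (1.27, 0.0169, lost without K27M 1 at 0.0731). Hedgehog genes rose in 3 of 7 cases by either adjustment, Cdon (1.11 ± 0.290 to 5.07 ± 0.922, 1.52 ± 0.15, 0.000381), the co-receptor gene Gas1 (1.15, 0.0136) and the target Ptch1 (0.62, 0.0227). Immediate early genes rose in 3 of 14 cases, 5 adjusted over the list alone, as for Atf3 (1.31, 0.0307) and Ier2 (0.84, 0.0372), and PRC2 genes in 2 of 11, 7 adjusted over the list alone, Eed (0.41, 0.0415) and Mtf2 (0.36, 0.0316). Proliferation genes, all 22 positive, had 0 calls by either adjustment (median 0.53, Kif11 0.61, 0.0628). The 5 lists passed at 0.000105, 0.0118, 0.00852, 0.0184 and 0.00382, and were lost with adjusted p = 0.461, 0.336, 0.496, 0.432 and 0.598 with an estimated correlation. Immediate early genes were also lost without K27M 3 (0.133) or experiment 3 (0.166), PRC2 genes without experiment 3 (0.0546) and proliferation without WT-Tag 3 (0.0873) or with the background covariate (0.183). Gas1 was lost without WT-Tag 2 or 3 (0.0629), Ptch1, Atf3, Ier2, Eed and Mtf2 without either K27M 1 or WT-Tag 2 and others (0.0854, 0.109, 0.144, 0.157 and 0.118), and these 6 with the covariate as well (0.0896, 0.189, 0.106, 0.275, 0.274 and 0.199), as were Hk2 (0.145) and Ndrg1 (0.0616). Without experiment 3 Cdon passed (0.0319) and the other 9 genes did not (0.0723 or more).

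**Figure D3:**
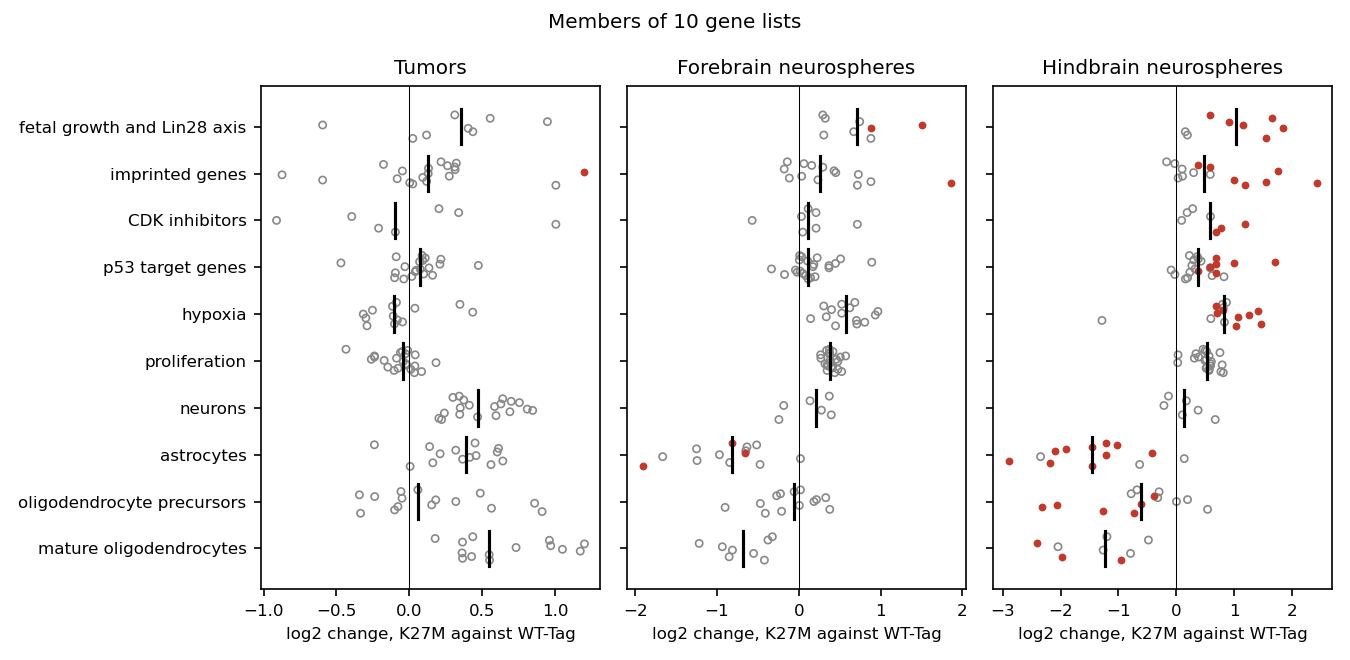
Log2 changes (K27M against WT-Tag) of the members of 10 gene lists in tumors, forebrain and hindbrain neurospheres, with 1 circle per gene, filled red where the adjusted p was below 0.05, and a bar at the list's median. The mature oligodendrocyte bar lies at 0.55 in tumors, −0.68 in forebrain and −1.23 in hindbrain cultures, and the fetal growth bar at 0.36, 0.71 and 1.04.

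Other groups in the hindbrain moved in both directions. Among neural stem and progenitor genes the intermediate filament genes Vim (442 ± 160 to 952 ± 37.5 FPKM, 1.16 ± 0.19, 0.00518) and Nes (0.89 ± 0.26, 0.0474) rose, whereas Fabp7 (−0.77 ± 0.15, 0.00813) and Prom1 (−0.35, 0.0435) fell, 4 calls in 17 (4 higher and 3 lower adjusted over the list alone). In the region lists Irx2 (0.48, 0.0159), Irx5 (0.51, 0.0326) and Egr2 (1.09, 0.025) rose and En2 (−0.90, 0.0124) fell among 6 hindbrain and midbrain genes. Otx1 (0.97, 0.0178) rose among 7 forebrain genes (3 higher adjusted over the list alone), whose median was −0.02 and mean 0.40. Of 10 other developmental transcription factors Ebf3 (1.1 ± 0.679 to 4.56 ± 1.15, 1.43 ± 0.21, 0.00342) and Irx1 (0.46, 0.0494) rose and Nkx2-2 (−0.61, 0.0481) fell. Counts over the list alone were the same for the hindbrain list and these factors. The 4 lists did not pass (camera adjusted p of 0.984, 0.202, 0.542 and 0.636), except for the other factors with no filter (0.014). The tests pointed to lower values for stem cell genes and the other factors, although their medians were 0.13 and −0.05 and their means 0.16 and 0.04. Calls were lost without K27M 1 or WT-Tag 2, or others, for Nes (up to 0.173), Irx2 (0.0716), Irx5 (0.114), Otx1 (0.0792), Prom1 (0.137), Egr2 (0.105) and Irx1 (0.195), without WT-Tag 2 for En2 (0.0599) and without any 1 library but WT-Tag 2 for Nkx2-2 (0.131). All of these but Nkx2-2 were lost with the background covariate, and Prom1 (0.0501) and Irx1 (0.0513) also with the experiment block. Without experiment 3 Ebf3 passed (0.0448) and the other 11 did not (0.130 or more).

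Of 12 Wnt genes in the hindbrain Dkk3, Sfrp2 (0.88, 0.0487) and Wnt7a (1.05, 0.0134) rose and the target Axin2 (−0.95, 0.0371) fell, with the same counts over the list alone. Of 19 growth factor receptor genes Dusp4 (0.51, 0.0131), Igf1r (0.82, 0.0238) and Spry4 (1.16, 0.0346) rose and Fgfr2 (−0.93, 0.0112) fell. Named after their values were seen, Etv5 (0.86, 0.0386) rose and Etv4 (−0.61, 0.0372) fell (10 higher and 3 lower adjusted over the list alone). Bst2, an interferon-induced restriction factor (5.53 ± 3.74 to 17.6 ± 3.38, 1.64 ± 0.30, 0.00737), rose, and 9 interferon genes had 1 higher and 1 lower call. H2-Ab1 (1.1 ± 0.21, 0.00984) was the 1 higher call of 8 antigen presentation genes, both by either adjustment. Neuron markers had 0 calls in 6 by either. None of the 5 lists passed (camera adjusted p of 0.153, 0.202, 0.447, 0.447 and 0.737), except for growth factor receptor genes with no filter (0.014), and the interferon test pointed to lower values against a median of 0.07. Without K27M 1, Sfrp2, Wnt7a, Axin2, Dusp4, Igf1r, Spry4, Etv5 and Etv4 were lost, as they were, except for Etv4, without WT-Tag 2, and Etv4 was lost without any 1 library but that (up to 0.188, 0.0554, 0.137, 0.0612, 0.0996, 0.135, 0.153 and 0.123 over all libraries). With the background covariate these were lost except for Etv4, as were Fgfr2 (0.0910), Bst2 (0.0648) and H2-Ab1 (0.0718). Over all settings run, the smallest log2 changes of Sfrp2, Wnt7a, Dusp4, Igf1r, Spry4 and Etv5 were 0.40, 0.73, 0.41, 0.51, 0.53 and 0.40. Those of Axin2, Fgfr2, Bst2 and H2-Ab1 were −0.73, −0.74, 1.21 and 0.97. Without experiment 3 all calls but that of Dkk3 were lost (0.0685 or more).

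Whether the K27M effect differed between the regions was tested directly. It was larger in the hindbrain for Dkk3 (difference of log2 changes 2.21 ± 0.29), the serotonin receptor gene Htr3a (1.96 ± 0.27), Slc38a4 (1.76 ± 0.24) and Lin28b (1.33 ± 0.16), and more negative for Mtmr11 (−0.93 ± 0.12), which stood at 5.31 ± 0.314 against 12.9 ± 1.05 FPKM in hindbrain cultures. Each had a limma adjusted p of 0.0389, and 831 genes had an unadjusted p below 0.05 against 659.5 by chance. All 5 calls were lost with the experiment block (0.0597 or more, 974 genes at an unadjusted p below 0.05). Leaving out 1 library gave 298 genes without hindbrain WT-Tag 1, 3 without hindbrain K27M 2 and 0 without any other. By list, the difference passed with the preset correlation for p53 targets (1.58e-05), immediate early genes (7.77e-05), CDK inhibitors (0.0032), fetal growth (0.0249), imprinted genes (0.0249) and hindbrain and midbrain identity (0.0233), all more positive in the hindbrain. It also passed for oligodendrocyte precursors (0.000205), astrocytes (0.00169) and mature oligodendrocytes (0.0032), all more negative. None of the 9 kept its call (adjusted p of 0.344 or more with an estimated correlation).

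The forebrain and hindbrain effects overlapped. Of 24 genes higher in the forebrain 19 were called higher in the hindbrain, against 2.02 for independent lists (Fisher's exact test, p = 9.39e-17), and of 23 lower genes 22 were called lower, against 1.18 (p = 6.48e-28). All 24 and all 23 had the same sign in the hindbrain. The regions share no libraries, but each culture letter contributed 1 culture to both. Across the 13190 genes, which are not independent replicates, the log2 changes had a correlation of 0.665 and a covariance of 0.0698, of which deviations shared by culture letter add 0.0165.

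Genes higher in K27M tumors were examined in the cultures, since the tumor and culture comparisons share no libraries. Of 5 such genes tested in cultures, 2 were higher in the forebrain (Fisher's exact test, p = 2.58e-05) and 3 in the hindbrain (p = 0.00521), with Asb4 among both. As a set they were higher in the forebrain (camera p = 3.67e-07, or 0.000834 with an estimated correlation) and in the hindbrain (0.00359, or 0.0179). Of the 5 genes lower in tumors, 0 were lower in the forebrain, with all 5 negative in sign, and 2 in the hindbrain (p = 0.0241). That set passed in the hindbrain (0.00362, but p = 0.0862 with an estimated correlation) and not in the forebrain (0.0662). Over all 12750 genes tested in both, which are not independent replicates, tumor log2 changes had a correlation of −0.102 with hindbrain changes (rho −0.0942) and −0.0924 with forebrain changes (rho −0.105).

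The last comparisons asked which genes distinguished hindbrain from forebrain cultures in each genotype. In WT-Tag cultures the hindbrain homeobox gene Irx2 stood at 7.18 ± 0.83 FPKM in hindbrain and 0.0733 ± 0.0275 in forebrain (2.92 ± 0.11, limma adjusted p = 1.47e-07), and Il33 at 28.5 ± 9.26 and 2.13 ± 0.290 (3.19 ± 0.20, 9.63e-06). The forebrain homeobox gene Lhx2 was at 0.084 ± 0.0373 and 6.77 ± 0.587 (−2.84 ± 0.11, 2.45e-07) and the synaptic gene Nrn1 at 0.306 ± 0.125 in hindbrain (−3.66 ± 0.27, 2.86e-05). In K27M cultures Irx2 (3.38 ± 0.11, 2.91e-08) and Lhx2 (−3.30 ± 0.11, 4.70e-08) showed the same order. Mab21l2 was at 26.5 ± 5.08 against 0.0187 ± 0.0185 FPKM (4.74 ± 0.46, 0.000129), and the nuclear receptor gene Nr2f2 (2.95 ± 0.22), Dkk3 (3.14 ± 0.21) and Ebf1 (2.88 ± 0.39) were higher in the hindbrain.

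**Figure D4:**
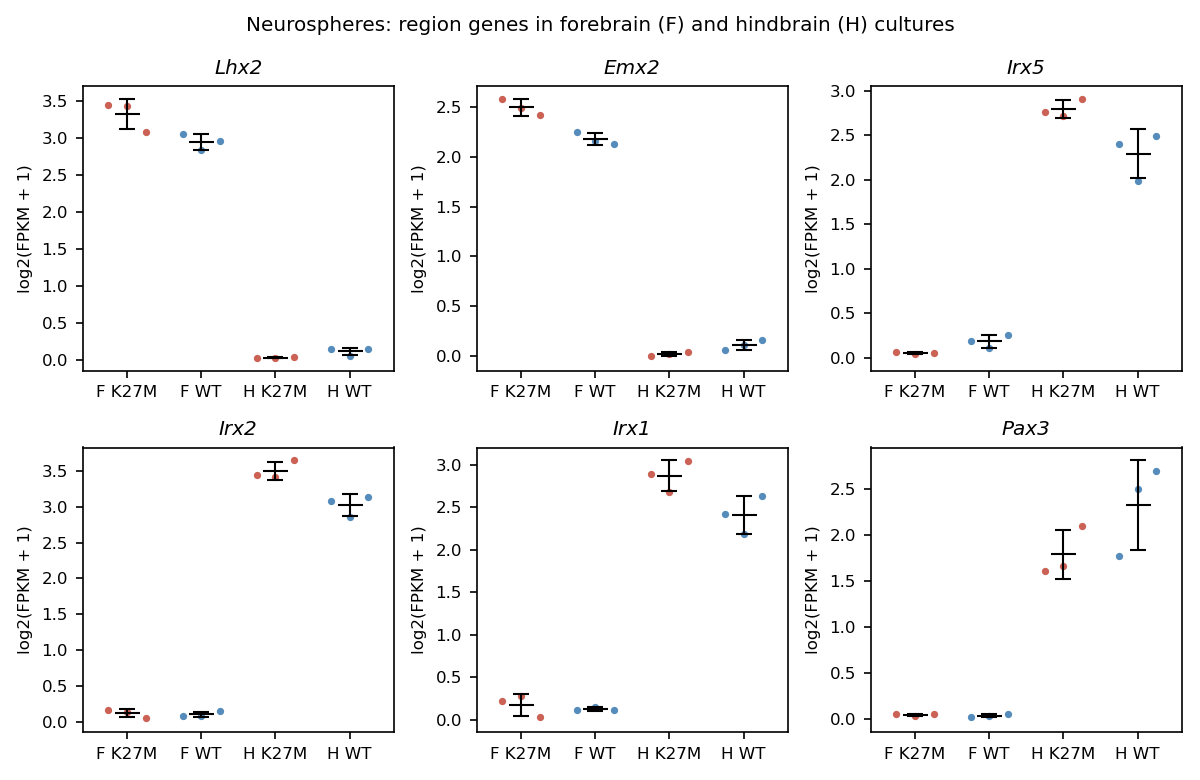
Expression of 6 region genes as log2(FPKM + 1) on the vertical axis in forebrain (F) and hindbrain (H) neurospheres of both genotypes, with 1 dot per library and the mean ± SD of 3 libraries as bars. Lhx2 ran from 6.174 to 9.92 FPKM in forebrain and from 0.016 to 0.107 in hindbrain libraries, and Irx2 from 6.24 to 11.529 in hindbrain and from 0.039 to 0.121 in forebrain libraries.

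Between regions 240 genes differed in WT-Tag cultures, 146 higher and 94 lower in the hindbrain, and 1044 in K27M cultures, 589 higher and 455 lower. The group values of all 240 and all 1044 genes lay apart, as did those of 14.7% and 31.9% of all genes tested, where chance gives 10%. Of the 146 higher genes 112 were also higher in K27M cultures (6.52 for independent lists), and of the 94 lower 73 were (3.24). The WT-Tag count was 595 without hindbrain WT-Tag 1, with the balance turned to 233 higher and 362 lower, 122 without forebrain WT-Tag 2 and 141 without forebrain WT-Tag 3. The K27M count was 517 without hindbrain K27M 1, 531 without forebrain K27M 1, 556 without forebrain K27M 2 and 644 without K27M 3 of either region. Other leading genes were Pdlim3 (2.87, 0.000102), Gria4 (2.78, 0.00182) and Mab21l2 (2.64, 0.0121) in WT-Tag hindbrain, and on the forebrain side the deiodinase gene Dio2 (−3.14 ± 0.19 in WT-Tag and −3.04 in K27M) and Nptx2 (−2.10, 0.026, in WT-Tag). Mab21l2 was lost in WT-Tag cultures without forebrain WT-Tag 2 or 3 (0.0545), and Nptx2 without any 1 library but hindbrain WT-Tag 1 (0.102). Cdkn1a was lower in WT-Tag hindbrain (−0.75 ± 0.13, 0.0102), except without forebrain WT-Tag 2 or 3 (0.0621). In a fit on the WT-Tag libraries alone, 94 genes passed, and of the 24 named calls 8 were lost, among them Mab21l2 (0.144), Nptx2 (0.184) and Cdkn1a (0.0738).

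Genes of region identity were compared as lists. Forebrain identity genes were lower in the hindbrain for 4 of 7 (6 in WT-Tag and 4 in K27M adjusted over the list alone, with 1 higher in each), among them Emx2 (−2.07 ± 0.10 in WT-Tag, −2.48 in K27M). In K27M cultures 1 of the list, Otx2, named after its value was seen, was higher (1.93, 0.00731). Hindbrain and midbrain genes were higher for 4 of 6 in both (4 higher and 1 lower in WT-Tag and 5 higher in K27M adjusted over the list alone), as for En2 (1.51 ± 0.19) and Irx3 (1.31) in WT-Tag and Irx5 (2.11 in WT-Tag, 2.75 in K27M). In WT-Tag cultures both lists passed with the preset (6.95e-12 and 2.52e-12) and with an estimated correlation (adjusted p = 0.0110 for both with an estimated correlation). In K27M cultures the forebrain list passed at 1.39e-05 but not with an estimated correlation (adjusted p = 0.112), and the hindbrain list passed at 4.56e-09 and at adjusted p = 0.0405 with an estimated correlation. The homeobox genes Irx1 (2.29 ± 0.14 and 2.69) and Pax3 (2.29 ± 0.21 and 1.74) were higher in the hindbrain of both genotypes. Other developmental transcription factors passed in WT-Tag cultures (2 of 10 higher by either adjustment, 0.000696, adjusted p = 0.0325 with an estimated correlation) but not in K27M cultures (3 higher and 2 lower, 3 in each direction adjusted over the list alone, 0.196).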

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

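Of the tests in this part, the log2 scale for samples far from the others, the background covariate in hindbrain cultures, the experiments held out there, the use of the count without experiment 3 against sex, the neuron marker covariate in tumors and the count of tumor genes that passed with it were chosen only after the result was seen, while the omission of experiment 3 itself was fixed earlier.

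The 9 WT-Tag tumors were tested for a sample far from the others over 39 genes named in the text, and 8 of these had such a sample on the FPKM scale, each on the high side. Chance gives about 1 in 20 for normally spread values and more for skewed ones such as FPKM. On the log2(FPKM + 1) scale 5 genes had one, of the 8 only Dct, Glycam1 and Cdkn1a. On the FPKM scale tumor 9 stood apart for Nes (83.6 FPKM, next 27.681), Igf2bp2 (7.725, next 3.236) and Eya1 (8.405, next 4.302), and tumor 11 for Dct (2.276, next 0.684) and Glycam1 (1.649, next 0.51). Mag was at 215.892 in tumor 7 (next 112.2), C230035I16Rik at 11.85 in tumor 8 (next 6.512) and Cdkn1a at 41.558 in tumor 29 (next 16.298).

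The K27M effect differed between hindbrain and forebrain cultures, by a test of the difference itself, for Dkk3 (2.21 on the log2 scale), Htr3a (1.96), Slc38a4 (1.76), Lin28b (1.33) and Mtmr11 (−0.93). Chance cannot be excluded for this count of 5 genes, since 10 of 100 splits of the genotype labels gave as many, the real one included, with up to 2423 in another split, which points to a structure of the samples. By list with the preset correlation, the median difference was 0.56 for CDK inhibitors, 0.55 for hindbrain and midbrain identity, 0.55 for immediate early genes, 0.32 for p53 targets, 0.25 for imprinted genes and 0.23 for fetal growth, and −0.70 for mature oligodendrocytes, −0.51 for astrocytes and −0.32 for oligodendrocyte precursors. None of these 9 lists kept its call (adjusted p of 0.344 to 0.368 with an estimated correlation).

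The 1787 hindbrain calls were weighed against background reads and against the sex of the WT-Tag culture of experiment 3. Sex is excluded for the 100 genes that passed without experiment 3, 90 of them among the 1787, as the cultures left were all female, but for the other calls sex and genotype cannot be told apart. The median changes of all 1787, 0.421 and 0.701 in experiments 1 and 2 and 0.694 in experiment 3, the lowest 0.607 of the last, decide nothing because the genes were called from these libraries, and genes called with experiment 1 or 2 held out kept 0.357 (2642 genes) and 0.876 (20 genes) of their change in experiment 3 there. With the share of silent receptor genes above 0 as a covariate, the median change kept 0.803 of its value of 0.62. It kept 0.747 and 0.75 without forebrain K27M or WT-Tag library 1, the 2 shallowest (range 0.747 to 0.893). The share of silent genes above 0 also follows depth, but depth was not tested as the cause. Background and genotype cannot be told apart because the K27M hindbrain libraries all had less background than the WT-Tag ones. A K27M effect stays open, with 422 genes past the threshold with the covariate. The 10 splits of the 6 libraries are too few for a share under 0.05, with 1 of 10, the real split, at 1787 genes and the highest other at 1255, which put K27M 1 and 2 with WT-Tag 1 and so parted 1 of the 3 experiment pairs, while the 3 others that part all 3 pairs gave 0.

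The calls in tumors were weighed against a larger share of surrounding normal tissue in K27M tumors, which the higher neuron markers may point to. For mature oligodendrocyte genes the median change kept 0.782 of its 0.55 with the neuron marker mean as a covariate, but 0.470 without WT-Tag tumor 10, the lowest of 0.470 to 0.929, so normal tissue and a change in the tumor cells cannot be told apart. Of the 13 genes called, 11 passed with the covariate, which argues against normal tissue as their whole cause. Cnpy1 moved from −1.85 ± 0.39 to −1.73 ± 0.38 (adjusted p = 0.0767) and C230035I16Rik from −0.88 ± 0.18 to −0.81 ± 0.17 (0.0718), shifts within 1 SE that ended calls close to the threshold. Of 100 splits of the tumors, 3 gave at least 13 genes, the real one included. This makes chance less likely for the count but does not exclude it. The highest other split gave 366, which points to a structure of the samples.

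For the other counts the 10 splits of 6 libraries are too few for a share under 0.05. The real split was the 1 of 10 with as many genes in the forebrain (47, highest other 0), between regions in WT-Tag cultures (240, highest other 0) and between regions in K27M cultures (1044, highest other 0).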

How the results depend on the processing

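The settings chosen only after the data were seen were the neuron marker covariate, omission of tumors 8 and 9, the tumor number term, omission of single tumors, the FPKM minimum of 5 and the background covariate. Every named gene that passed kept its sign under every setting run. Kept calls, first with each library left out in turn and then under all other settings, numbered 8 and 0 of 13 in tumors, 14 and 0 of 22 in the forebrain, 37 and 14 of 70 in the hindbrain, 17 and 16 of 24 between regions in WT-Tag, 25 and 25 of 26 in K27M cultures, and 0 and 0 of 5 for the difference. Over named genes, 1991 values stayed on their side of the threshold, 36 passed it and 304 lost it (2098, 16 and 313 with a library left out), and over lists, rerun in tumors, forebrain and hindbrain, 595, 13 and 44, with 4 reversed (914, 28 and 35). The cause was not tested unless given.

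In tumors the 13 calls became 10 with a pseudocount of 0.1, 26 with no filter, 15 with quantile or median-of-ratios scaling, 48 with array weights, 10 with sex, 12 with the neuron covariate, 9 with the tumor number term, 8 at a log2 change of at least 1 and 8 without tumors 8 and 9. In females alone by label, with fewer samples, limma gave 0 (1712 at an unadjusted p below 0.05). Omitting 1 tumor gave 8 (WT-Tag 27) to 18 (WT-Tag 28, 6 higher and 12 lower). With the neuron covariate, which by construction takes up the neuron signal, proliferation turned (0.0132), against a pass in its first direction in females (0.00644), as did astrocytes and neurons (0.943 each), and astrocytes turned without tumors 8 and 9 (0.745). The HOX list passed under the settings given above. The endothelium list was lost with a pseudocount of 0.1 (0.0634), quantile scaling (0.0556), sex (0.0504) and in females (0.356), and fetal growth with sex (0.0504). The number term ended the calls of neurons and endothelium (0.0550 each) and astrocytes (0.174).

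In the forebrain the 47 calls became 105 with quantile and 85 with median-of-ratios scaling, 54 with the experiment block, 79 in a fit on the compared groups, 27 at an FPKM minimum of 5 (7 higher, 20 lower), 109 with the background covariate, 17 at a log2 change of at least 1 and, without experiment 3, 0 by limma (1161 at an unadjusted p below 0.05). In the hindbrain the 1787 became 1045 with no filter, 2042 and 1994 with quantile and median-of-ratios scaling, 2258 with the block, 212 in a fit on the compared groups, 302 at a log2 change of at least 1, 100 without experiment 3 (46 higher, 54 lower) and 422 with the background covariate. Array weights gave 4954 and 6412, but other splits of the 6 libraries gave up to 4782 and 9123 with them, and the weights (0.163 to 12.2) were estimated without convergence. The 5 differences between regions (4 higher, 1 lower) became 1607 with array weights and 16 with the culture letter (7 higher, 9 lower). With no filter 8 passed (4 higher, 4 lower), of which 2 were among the 5. With quantile scaling 2 passed (0 higher, 2 lower), of which 0 were among the 5. The count became 0 by limma with a pseudocount of 0.1 (817 unadjusted), the block (974), without experiment 3 (505), at an FPKM minimum of 5 (500) and with the background covariate (744). Between regions, WT-Tag cultures gave 1181 with array weights (530 higher, 651 lower), 113 at a log2 change of at least 1, 94 in a fit on the compared groups and 108 at an FPKM minimum of 5, and K27M cultures 4912 (2329 higher, 2583 lower), 297, 1699 with the culture letter and 638 at that minimum. Leaving out 1 library gave 20 to 37 in the forebrain, 569 to 4220 in the hindbrain, 0 to 298 for the difference, and 122 to 595 and 517 to 800 between regions. The set lower in tumors had p = 0.0862 in the hindbrain with an estimated correlation. The experiment block changed the calls of Mlc1, Trp53, Prom1, Irx1, the 5 difference genes, Ndrg1 (WT-Tag regions, 0.0520), Ccnd2 (K27M regions, 0.0503) and the forebrain imprinted list, and no other call of a named gene or of the lists rerun. No scaling moved the median of all genes by over 0.1. Scaling by ERCC spike-ins was not run, as the deposited table holds none. Relative depth varied 6.72-fold, so genes near 1 read are least certain in the shallow libraries, and 3 cultures per group limit each single call.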

Other observations

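In this part the tests of satellite gene models were chosen only after the result was seen.

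With the preset correlation, the Wnt pathway and hypoxia lists were higher in hindbrain than in forebrain cultures of both genotypes, on few single calls. The Wnt feedback ligase gene Rnf43 was at 2.78 ± 0.869 FPKM in WT-Tag hindbrain and 0.281 ± 0.0429 in forebrain. Its log2 change was 1.54 ± 0.16 (adjusted p = 0.000518) and 1.76 in K27M. Lgr5, a receptor that amplifies Wnt signals, was higher by 0.99 ± 0.14 (0.00322, lost in a fit on the WT-Tag libraries alone at 0.0510) and 1.34 in K27M. Agt, a member of the astrocyte list, was also higher, by 1.96 ± 0.25 (0.00163) and 2.42 in K27M. In the Wnt list 3 of 12 were higher in each genotype, 3 higher and 1 lower adjusted over the list alone, and the list passed at 0.00018 and 0.00828 (adjusted p = 0.135 and 0.335 with an estimated correlation). Hypoxia genes were positive in 13 of 14 cases in both, with 1 call in WT-Tag, Ndrg1, and 5 in K27M cultures (2 higher, and 12 higher with 1 lower, adjusted over the list alone), and passed at 4.76e-06 and 4.51e-06 (adjusted p = 0.377 and 0.446 with an estimated correlation). Ndrg1 was higher by 1.23 in WT-Tag cultures (0.0337, or 0.0520 with the experiment block and 0.0956 in that fit, lost without forebrain WT-Tag 1, 2 or 3 or hindbrain WT-Tag 1 or 3, up to 0.134) and 1.68 in K27M cultures (0.0025). The cyclin gene Ccnd2 was lower in hindbrain, 79.1 ± 8.41 against 161 ± 8.49 FPKM in WT-Tag (−1.02 ± 0.16, 0.00726) and −0.63 in K27M cultures (0.0385, or 0.0503 with the block, 0.0876 in a fit on the K27M libraries alone and 0.107 with the background covariate, lost without any 1 library but hindbrain K27M 2, up to 0.136).

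Other genes passed between regions in 1 genotype alone. In K27M cultures Lin28b (1.35, 4.29e-05), Igf2bp1 (0.97, 0.000423), Peg10 (1.90, 0.00697), Plk2 (0.98, 0.00551), Bst2 (1.70, 0.00551) and H2-Ab1 (1.12, 0.0087) were higher and Prom1 (−0.91, 0.000308) lower in hindbrain. Imprinted genes had 6 higher and 1 lower call of 14, 9 and 1 adjusted over the list alone (0.000576; adjusted p = 0.241 with an estimated correlation), and as a list also passed in WT-Tag cultures, with 0 calls over all genes by limma and 2 higher and 1 lower adjusted over the list alone (0.00833; adjusted p = 0.377 with an estimated correlation). Fetal growth genes had 3 and 1 of 8, 4 and 1 adjusted over the list alone (0.00371; adjusted p = 0.209 with an estimated correlation). Astrocyte genes had 1 higher and 3 lower calls of 13, 1 and 6 adjusted over the list alone, and passed as lower in K27M cultures (0.015; adjusted p = 0.480 with an estimated correlation) but not in WT-Tag cultures (0.828). In WT-Tag cultures p53 targets were negative in 19 of 22 cases with 1 lower call, 4 adjusted over the list alone (0.000198; adjusted p = 0.377 with an estimated correlation). The immediate early gene Arc was lower (−1.51, 0.0232, lost in a fit on the WT-Tag libraries alone at 0.143 and without forebrain WT-Tag 1 or 2 or hindbrain WT-Tag 2 or 3, up to 0.0876), and the list passed at 0.00127 (adjusted p = 0.377 with an estimated correlation). The direct test of the difference between genotypes passed for Lin28b alone among the genes in this paragraph (0.0389). That call was lost with the experiment block (0.0597) and the background covariate (0.111), and was kept in 1 of 12 omissions of a single library. With the preset correlation the direct test passed for the 5 lists of this paragraph. None of these kept its call (adjusted p of 0.344 or more with an estimated correlation).

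Sex-linked transcripts and labels disagreed for 2 tumors. WT-Tag tumor 8, labelled female, had Xist at 0.031 FPKM and a mean of 1.72 over Y-linked genes, and WT-Tag tumor 9, labelled male, had 54.5 and 0.00175, while 0 of 12 neurosphere libraries were at odds with their labels. Which label is wrong was not tested.

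The genes higher in K27M forebrain cultures were also tested as a set in tumors, where 21 were measured, and passed as higher (camera p = 0.000126, or 0.0139 with an estimated correlation), with 15 of 21 positive and a median of 0.04. The 23 genes lower in the forebrain did not pass (p = 0.327, pointing to higher values), nor did the set of 1111 higher in the hindbrain, of which 1072 were measured (p = 0.676). The set lower in the hindbrain, with 660 measured, was higher in tumors, against its direction in the cultures (p = 0.0259, but p = 0.489 with an estimated correlation).

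In the gene models Gm10720, Gm10722, Gm10800 and Gm10801 at least 40% of 15-base words matched a 234-base unit of the mouse major satellite repeat. They summed to 3282 ± 1123 FPKM in K27M and 14961 ± 7475 in WT-Tag hindbrain cultures, and to 20094 ± 4543 and 17468 ± 6050 in forebrain cultures. In tumors they summed to 35.9 ± 49.8 and 66.7 ± 79.8, with the highest values in K27M tumor 15 (238.5) and WT-Tag tumor 8 (265.7). A candidate explanation of the hindbrain difference is genomic DNA among the sequenced fragments, which would raise silent genes too. The silent receptor genes without the tenth with the highest mean (1416 of 1574) had a log2 change of −1.84 in the hindbrain against −2.13 for the satellite models, a share of 0.864, but all 1574 had −0.87, a share of 0.408, so genomic DNA stays open (exact permutation p = 0.1 for each, the smallest 3 against 3 can give), and the forebrain changes were 0.40, 0.25 and 0.23 (p = 0.7, 0.5 and 0.6). Across the 12 cultures, the 1 relation tested, the sum over the 1416 genes and that of the satellite models rose together. Pearson's r was 0.941 (permutation p = 1e-05, the smallest possible) and rho was 0.937 (permutation p = 5e-05). It was 0.887 for r without the 2 farthest libraries and 0.947 within groups. The permutations shuffled all 12 cultures across their 4 groups, so these p-values do not apply to the relation within groups. Greater depth of the K27M hindbrain libraries is excluded, as their mean relative depth was 0.803 of that of WT-Tag, and a change in satellite transcription with K27M stays open and was not tested.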
